A study of Mus musculus with 38 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

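Messenger RNA was measured on 38 one-colour Agilent mouse arrays, each hybridised with RNA of stromal vascular cells from epididymal fat (the cells of fat tissue other than adipocytes, described in the labels as infiltrating macrophages) of C57BL/6J mice. The diets were a low fat control diet (LFC, 10 arrays), a high fat control diet (HFC, 10 arrays) and the high fat diet with 5, 20 or 75 µg of a botanical formulation (HF5, HF20 and HF75, 6 arrays each). There was 1 array per diet and time point, at days 6, 10 and 14 (D6, D10, D14) and weeks 0, 3, 6, 9, 12, 15 and 18 (W0 to W18), with the formulation from week 3. Each array is named below by its diet and time point. Week 0 falls on the same elapsed day as D14 by the conversion the study's methods use, and week numbers were converted to elapsed days that way. The dose was taken from the source name and title. The diet label of 4 arrays (HF5 and HF20 at W15 and W18) names the other dose, and this was tried as an alternative.

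Per the file headers, the scanner files hold intensity values made by Feature Extraction: the processed signal is an intensity after background subtraction and detrending within the array, not normalised between arrays, and the mean foreground and median background are intensity values with no further processing. The deposited series table holds log2 values: the authors used GeneSpring GX, and each column was checked to be the log2 ratio of an array to the LFC array of the same time point after a shift of each array by its 75th percentile (lowest Pearson correlation with the ratio computed from the scanner files 0.992; at least 98.8% of probes within 0.1 log2). The LFC columns of that table are 0 throughout. Values of the 3 dose arrays of week 9 are rounded in their files.

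From the 43803 non-control spots of each array, spots marked as outliers by Feature Extraction were left out, and replicate spots of a probe were averaged on the log2 scale after subtraction of the array's 75th percentile. This level is 0 for a probe at the 75th percentile of its array. Saturated spots were kept at their value, which is then a lower bound. Of the probes, 69.3% had a sequence identifier in a mouse gene table, which gave current symbols to 3897 of them. The gene table and the array design use different genome builds, so no coordinates are given. The 75th percentile signal ran from 25.8 to 1983 scanner units, and between 40.1% and 91.6% of probes were marked well above background. For arrays, the number of arrays limits the precision.

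Probes were tested where they were well above background on a share of at least 0.5 of the arrays of at least 1 diet in the fit. Linear models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all probes of a fit and a threshold of 0.05. The 9 comparisons were HFC minus LFC over the 10 time points, its change with elapsed day, HFC minus LFC over weeks 3 to 18, each dose and the mean of the doses minus HFC over weeks 3 to 18, and the slope on elapsed day within LFC and within HFC. Time point was a block in all but the slopes within a diet, so that each array was compared with arrays of its own time point. LFC and HFC arrays of a time point were always scanned on the same day. Slopes are per week.

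Marker lists (19 lists of cell types and states, and 2 lists of genes the study names on paths found in liver) were tested with camera at a preset correlation between genes of 0.01, beside fry and camera with an estimated correlation (limma; statmod 1.5.0), adjusted over the 21 lists. A list is represented by the probe of highest mean level of each gene, and its score on an array is the mean level of these probes. Score differences between diets were tested with exact two-sided sign-flip tests over time points. The lists, the comparisons, the tests, the filter and 160 alternative limma fits were fixed before the data were examined. At each time point, the number of probes at least 2-fold apart between HFC and LFC was counted, and the median absolute difference of the path genes of that day was ranked among 10000 random lists matched on level in 20 bins. To ask whether the formulation moved expression back towards LFC, the slope through the origin of dose minus HFC on LFC minus HFC was taken across probes, with LFC minus HFC from the 8 arrays of D6 to W0, which share no array with the dose contrasts. Its exact permutation test exchanged dose and HFC labels within weeks.

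The genes named for a comparison follow a fixed rule: where no probe passes the threshold, the 3 probes of smallest p are named and said not to pass. Members of the marker lists are also named. At single time points no more than the 3 probes of largest difference among those well above background on both arrays are named. Genes of 6 further lists (subcutaneous and visceral fat, brown fat, skeletal muscle, a second adipocyte and a second stress list) were chosen after the data had been seen, for the tests of explanations.

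Alternatives were normexp background correction (offset 50) with quantile scaling, quantile scaling, no filter, a filter requiring every array, gene level means, a trended and robust eBayes, the authors' table, slide as a random block, no replicate block, leaving out each time point, other forms of time, the methods' t-test, other uses of the dose labels and only the groups of a contrast. Scan day as a block, array weights, array brightness as a covariate, leaving out several time points together, leaving out time points of the LFC minus HFC difference in the reversal slopes, lists over time within a diet and Gene Ontology (GO) processes of 15 to 500 genes were added later. Each fit was tested on simulated data: independent noise with each probe's residual spread, with a change added to 200 probes, went through the same fits, which called 30 of 100 probes with a log2 change of 1 and 72 of 100 with a change of 2 in HFC minus LFC. In the same test of single dose contrasts, 6 to 15 of 100 and 52 to 58 of 100 were called. A simulated list, with a log2 change of 1 in such independent noise, was called by camera, fry and the estimated correlation. Camera also called 1 list without a change in HFC minus LFC. Genes of that simulated list were not correlated, so this does not show how well fry and the estimated correlation find correlated lists. Other arrangements of the labels were drawn with a fixed seed, 100 at most per comparison. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.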

Results

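Gene expression of epididymal stromal vascular cells was measured on 38 arrays in 5 diets: LFC (10 arrays), HFC (10 arrays), HF5, HF20 and HF75 (6 arrays each). LFC and HFC had 1 array at each of 10 time points from day 6 to week 18, and the doses of the formulation had 1 array at each of the 6 time points from week 3. There were no replicate arrays of a diet at a time point, so differences between diets were set against their spread over time points. Array brightness, given as the 75th percentile of the processed signal, ran from 25.8 scanner units (HF5 W12) to 1983 (HFC W0). The next dimmest array was HF75 W3 at 88.4 scanner units. The share of probes well above background ran from 40.1% (HF5 W12) to 91.6% (HFC W12). The HFC array was brighter than the LFC array at 9 of 10 time points. The mean difference in brightness was 0.66 log2 (SD 0.78, n = 10 time points), and its exact two-sided sign-flip p was 0.0332, where the smallest p the 10 time points allow is 0.00195.

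**Figure D1:**
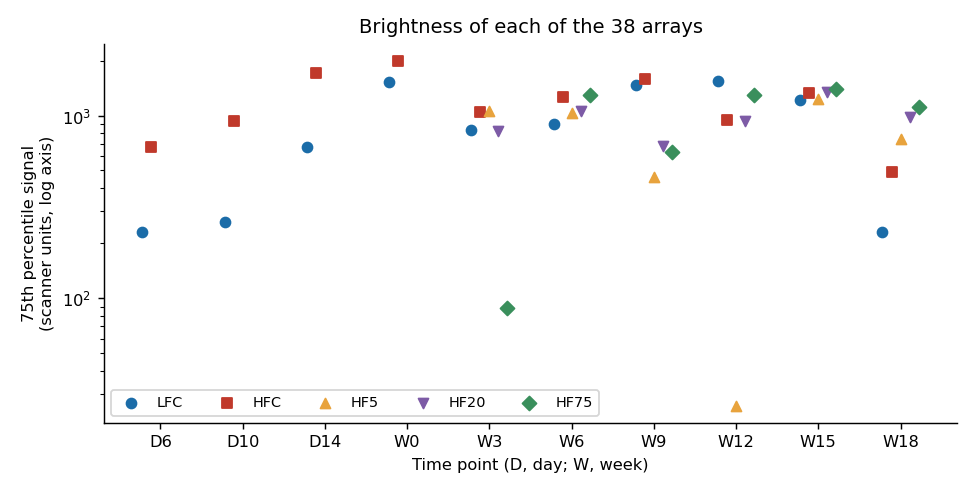
Brightness of the 38 arrays (75th percentile of the processed signal, scanner units, log axis) at each time point, with 1 point per array and a symbol per diet. HF5 W12 (25.8) and HF75 W3 (88.4) lie below the other arrays, and HFC lies above LFC at 9 of 10 time points.

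The first comparison asked which transcripts differ between the high fat and the low fat diet over the whole course. Of 31203 probes tested with limma, 0 passed the threshold (smallest adjusted p 0.548), and 2802 had an unadjusted p below 0.05. The methods' t-test, which the study used on replicate values within a time point, was run here across time points in place of limma. It did not pair the arrays of a time point. It also called 0 after adjustment, with 1108 probes below 0.05 unadjusted, of which 305 differed at least 2-fold. Limma without the time point block gave 1113 unadjusted, so the lower count goes with the lost pairing. The median residual SD of a probe was 0.58 log2 and the median absolute difference 0.25 log2. The 3 probes of smallest p, none past the threshold, were Nxph1 (GT_Mm_44k_52_P381468), Sema4d (GT_Mm_44k_52_P515495) and Cd276 (GT_Mm_44k_51_P499551). Nxph1 was higher in HFC by 1.57 log2 (SE 0.24), Sema4d by 1.23 (SE 0.23) and Cd276 by 1.01 (SE 0.20), each at 10 of 10 time points, and these probes were well above background on 11, 6 and 15 of the 20 arrays. Of the alternatives, leaving out W6 raised the unadjusted count most, to 3973, and the methods' t-test lowered it most. Without D6 the count was 1639, without D10 1850 and without W18 1800. With array brightness as a covariate, an alternative added later, 1922 probes had an unadjusted p below 0.05 and 0 passed.

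The second question was whether the difference between the diets changed over time. For the slope of HFC minus LFC on elapsed day, 0 of 31203 probes passed in limma (smallest adjusted p 0.981; 1362 unadjusted). The smallest p values belonged to Extl1 (GT_Mm_44k_51_P346893), with a slope of 0.16 log2 per week (SE 0.02), Gm8149 (GT_Mm_44k_09031) at 0.19 (SE 0.03) and Gm3755 (GT_Mm_44k_10954) at 0.19 (SE 0.03), none past the threshold. Leaving out the time point block moved the unadjusted count to 467, leaving out W15 moved it to 2778 and leaving out D6 to 899.

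Within LFC, limma called 0 of 28469 probes for a slope on elapsed day (smallest adjusted p 0.639; 1110 unadjusted). Exo1 (GT_Mm_44k_51_P239984) fell by 0.18 log2 per week (SE 0.03), Cenph (GT_Mm_44k_51_P492830) fell by 0.18 (SE 0.03) and Foxf2 (GT_Mm_44k_51_P248865) rose by 0.18 (SE 0.03), none past the threshold. Within HFC, limma called 0 of 31096 probes (smallest adjusted p 0.399; 2447 unadjusted). Cenpe (GT_Mm_44k_51_P174192) fell by 0.15 log2 per week (SE 0.02), Dscc1 (GT_Mm_44k_52_P362603) fell by 0.14 (SE 0.02) and Cdk1 (GT_Mm_44k_51_P450033) fell by 0.17 (SE 0.03), none past the threshold. In these fits time point, age, slide and scan day go together, with 1 array per time point. Without W15 the unadjusted count in LFC was 1965, and without D14 that in HFC was 1622. The smallest adjusted p over the alternatives ran from 0.108 to 0.9997 in LFC and from 0.0509 to 0.835 in HFC.

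The formulation was compared with the high fat diet alone over weeks 3 to 18, in 1 limma fit of the 30 arrays and 33780 probes, with a median residual SD of 0.74 log2. HFC minus LFC in the same fit gave 0 probes past the threshold (smallest adjusted p 0.9996; 1086 unadjusted), led by Galnt6 (GT_Mm_44k_52_P377160) at 1.75 log2 (SE 0.39), Cmah (GT_Mm_44k_51_P172917) at 1.64 (SE 0.39) and Aqp3 (GT_Mm_44k_51_P245090) at 1.76 (SE 0.42). HF5 minus HFC gave 0 (smallest adjusted p 0.782; 1600 unadjusted), HF20 minus HFC gave 0 (0.9998; 518 unadjusted), HF75 minus HFC gave 0 (0.9999; 659 unadjusted) and the mean of the doses minus HFC gave 0 (0.9999; 575 unadjusted), all by limma. The filter requiring every array lowered the unadjusted count of HF5 most, to 201. Leaving out a week moved the unadjusted count of HFC minus LFC to 2100 (W15), 573 (W12) and 421 (W18), that of HF5 to 551 (W9), 928 (W3) and 931 (W18), and that of HF20 to 868 (W6). It moved that of HF75 to 273 (W3), 1154 (W12) and 1452 (W9), and that of the mean of the doses to 317 (W3), 912 (W12), 953 (W6) and 1005 (W15). Taking the dose from the diet label in the arrays where the labels conflict left HF20 with 1020 probes below 0.05 unadjusted and 0 past the threshold. Some dose arrays were scanned on another day than HFC of their week: all of W9, HF20 and HF75 of W3 and W18, and HF75 of W6. With scan day as the block in place of week, added later, the unadjusted counts were 818 for HF5, 258 for HF20 and 769 for HF75. That for the mean of the doses was 293, and 0 passed in each.

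The probes of smallest p in the dose contrasts, none past the threshold, were as follows. Ccdc38 (GT_Mm_44k_51_P127507) was higher in HF5 by 3.83 log2 (SE 0.81) and Ghrl (GT_Mm_44k_52_P675556) by 2.13 (SE 0.49), each at 6 of 6 weeks. Gm7375 (GT_Mm_44k_12027) was higher in HF5 by 2.81 (SE 0.62), at 4 of the 5 weeks with a value in HFC. Krt33a (GT_Mm_44k_51_P204350) differed by -3.19 log2 (SE 0.74) in HF20 and was well above background on only 7 of the 30 arrays. Ccin (GT_Mm_44k_51_P518893) was higher in HF20 by 1.43 (SE 0.36) and LOC665084 (GT_Mm_44k_09697) by 2.34 (SE 0.60). Stx3 (GT_Mm_44k_52_P526379) was higher in HF75 by 2.12 (SE 0.53) and Tubb2c-ps1 (GT_Mm_44k_03178) by 0.74 (SE 0.19), while Specc1l (GT_Mm_44k_51_P129624) differed by -2.01 (SE 0.50). For the mean of the doses, Krt33a differed by -2.61 (SE 0.62), and Gm5845 (GT_Mm_44k_04321) and Gm10213 (GT_Mm_44k_03747) were higher by 1.34 (SE 0.33) and 1.69 (SE 0.44).

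**Figure D2:**
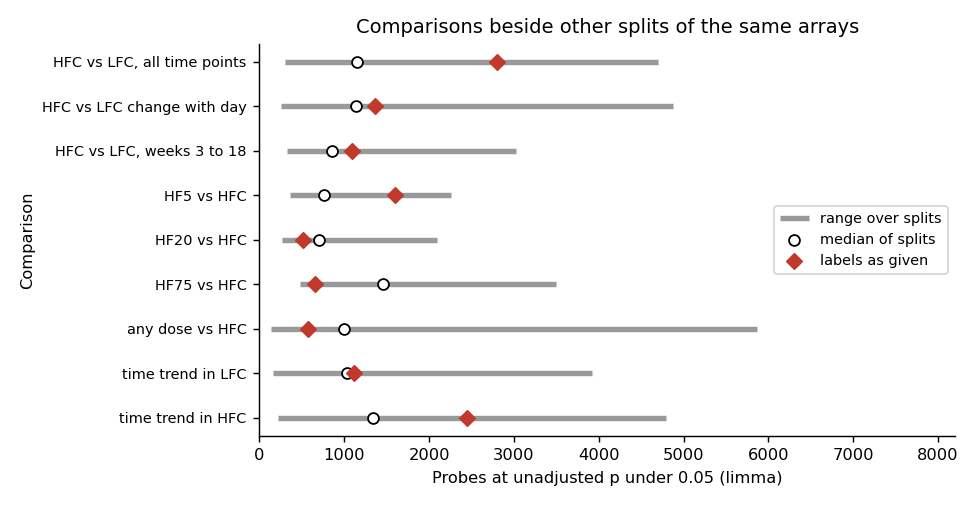
Number of probes with an unadjusted limma p below 0.05 in each comparison (diamonds), beside the range (bars) and median (circles) over other arrangements of the labels of the same arrays. Every diamond lies within the range of the other arrangements, with 2802 probes for HFC against LFC beside a range of 305 to 4696.

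Marker lists asked whether transcripts of a cell type or state moved together. Camera called 8 of 21 lists between HFC and LFC (9 unadjusted), adjusted over the list alone, that is over the 21 lists, while no single probe passed over all probes. None of the 8 calls held under fry (0 called, 2 unadjusted, smallest adjusted p 0.376) or under camera with an estimated correlation (0 called, 0 unadjusted, smallest adjusted p 0.559). The 6 lists that camera called higher in HFC were general macrophage genes (mean difference 0.62 log2, adjusted p 2.5e-05, 8 of 10 time points), inflammatory macrophage genes (1.05, adjusted p 0.000212, 8 of 10), alternatively activated macrophage genes (0.81, adjusted p 0.00193, 8 of 10), mesothelial genes (1.78, adjusted p 0.00455, 7 of 10), epididymis genes (1.86, adjusted p 0.0209, 6 of 10) and cell cycle genes (0.42, adjusted p 0.00219, 7 of 10). The 2 called lower were adipocyte genes (-0.60, adjusted p 0.00455, higher at 3 of 10) and endothelial genes (-0.60, adjusted p 0.00472, higher at 3 of 10). The exact two-sided sign-flip p of the scores over time points ran from 0.0547 (general macrophage) to 0.186 (mesothelial) among these 8 lists, so none of the differences was larger than its spread between time points at 0.05. Quantile scaling moved the count to 11. Probes of some lists were saturated, among them 7 of 9 adipocyte probes on LFC W9, HFC W9, LFC W12 and HF75 W12 and at most 2 on the other arrays, so adipocyte scores of those 4 arrays are lower bounds. The inflammatory macrophage difference was 6.52 log2 at W12 and at most 1.21 at the other time points. LFC W12 had the lowest inflammatory macrophage score of the 38 arrays (-4.09), with LFC W9 and HFC W9 next, all among those 4 arrays. The size of this difference thus rests largely on W12, though camera kept the call without it. Leaving out W12 took the adipocyte and epididymis calls away (6 called), leaving out D10 took the mesothelial and epididymis calls away (7 called), and the epididymis call was also lost without D6, W0 or W3.

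The other lists were not called by camera in this comparison. Their mean differences were 0.29 log2 for lipid-associated macrophage genes, 0.37 for T cell, 0.43 for B cell, 0.24 for fibroblast, 0.96 for testis and sperm, 0.38 for immediate early, 0.25 for interferon response genes, -0.20 for erythroid, -0.15 for pancreas, -0.21 for Y-linked and -0.17 for reference genes. The erythroid list changed direction under quantile scaling. Of the lists of genes on liver paths, the first had a mean of 0.01 and a median of -0.07 log2 (direction down under quantile scaling), and the second a mean of 0.15. Quantile scaling and the 75th percentile shift put the median of all probes at -0.03 and 0.01 log2 in HFC minus LFC.

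**Figure D3:**
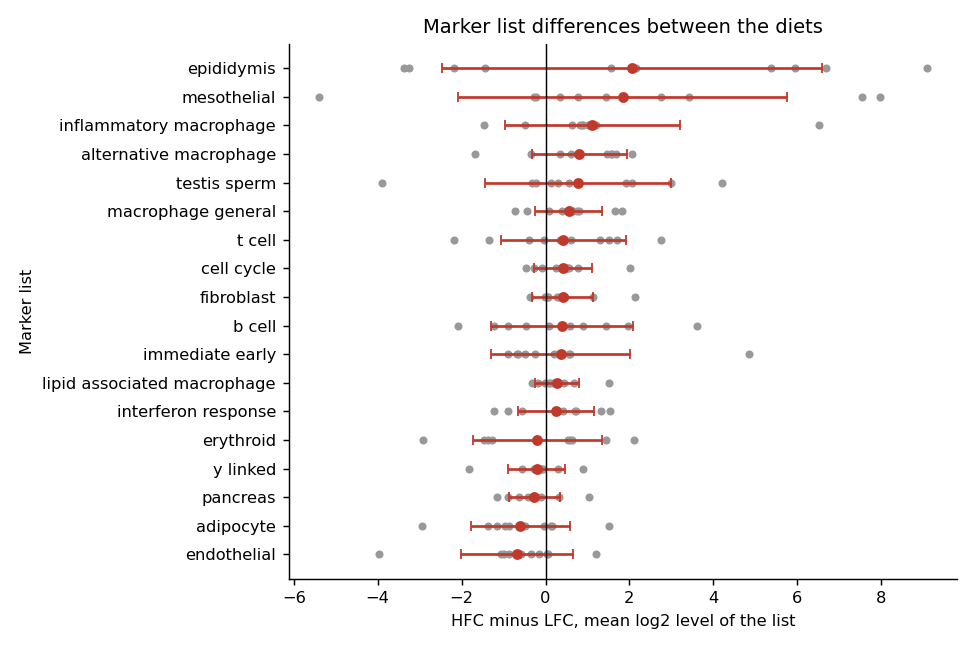
Difference of each marker list score between HFC and LFC (mean log2 level of the list), with 1 grey point per time point and the mean and SD over 10 time points in red. The SD of every list called by camera is larger than its mean, as in the epididymis list (mean 2.06, SD 4.54).

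For the mean of the doses against HFC, camera called 4 of 21 lists (5 unadjusted), and fry and camera with an estimated correlation called 0 each (0 and 0 unadjusted). Lipid-associated macrophage genes (-0.30 log2, adjusted p 0.0107) and adipocyte genes (-0.71, adjusted p 0.00955) were lower in the doses, each higher at 2 of 6 weeks. Testis and sperm genes (1.24, adjusted p 0.0107, higher at 4 of 6 weeks) and immediate early genes (0.63, adjusted p 0.00955, higher at 2 of 6 weeks) were higher. The exact sign-flip p of these 4 lists ran from 0.125 to 0.844, and 6 weeks allow none below 0.03125. Single weeks decided these calls: without W9 camera called 7 lists, all lower and none of the 4, without W18 it called 2, and the immediate early call was the only one of the 4 kept there. The testis and sperm call was also lost without W3 and without W12, the lipid-associated macrophage call without W12 and the adipocyte call without W15. The mean of alternatively activated macrophage genes was 0.18 log2 and their median -0.00019, which differ in sign, and this list was not called.

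**Figure D4:**
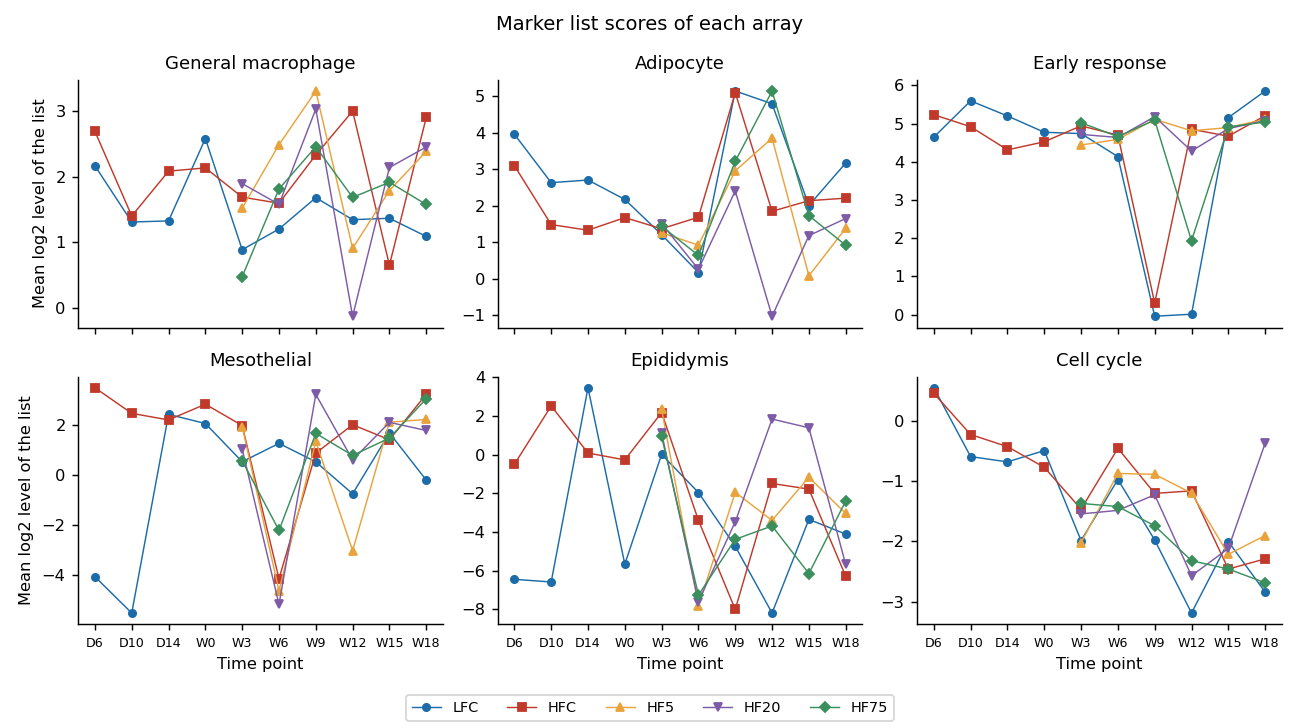
Scores of 6 marker lists (mean log2 level of the list, 0 at the 75th percentile of an array) at each time point, with 1 point per array and a line per diet. Adipocyte scores are high and early response scores low on LFC W9, HFC W9, LFC W12 and HF75 W12, and mesothelial scores are low on LFC D6, LFC D10, the 4 high fat arrays of W6 and HF5 W12.

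At single time points, with no replicate and no test, the number of probes at least 2-fold apart between HFC and LFC had a median of 6536 over the 10 time points and ran from 4169 (W9) to 13628 (W12). As the background for these counts, D14 and W0 arrays of 1 diet, on the same elapsed day, differed at least 2-fold at 9355 probes in LFC and 6045 in HFC. The median was 12879 probes between pairs of LFC time points, 8958 between pairs of HFC time points, 6344.5 between a dose and HFC of the same week and 6349 between pairs of doses of the same week. The median count between the diets was below both medians between time points within a diet. The arrays of different time points, D14 and W0 included, were scanned on different days, while HFC and LFC of a time point shared a scan day, so the counts within a diet also hold differences between scan days. At W12 8903 probes were higher and 4725 lower in HFC, but 4566 and 10093 under quantile scaling, so the direction there depends on the scaling. Normexp correction with quantile scaling moved the median most, to 1810. The largest difference at a time point between probes well above background on both arrays was that of Mup19 at D6 (-7.38 log2), Ucp1 at D10 (-10.17), Gm1758 at D14 (-9.27), Rnase12 at W0 (11.09), Spag11b at W3 (7.06), Myh7 at W6 (-9.73), Ighg at W9 (-6.88), Ccl3 at W12 (10.24), Gm9573 at W15 (6.32) and Svs6 at W18 (10.16).

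**Figure D5:**
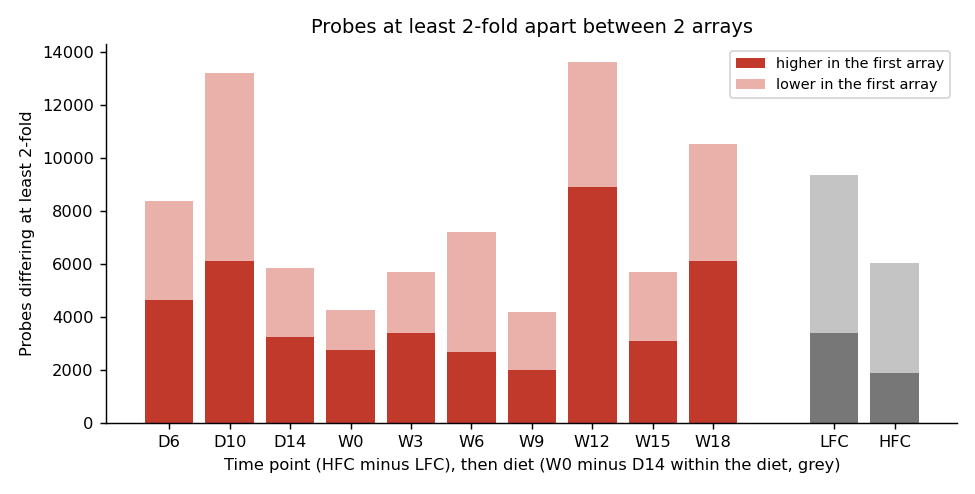
Number of probes at least 2-fold apart between HFC and LFC at each time point (red) and between W0 and D14 within a diet (grey), split into higher and lower in the first array. The counts between diets run from 4169 to 13628 and those within LFC and HFC are 9355 and 6045, while the direction with more probes changes under quantile scaling at D10, D14 and W12 and in both comparisons within a diet.

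The study asked how specific paths of processes found in liver are to that dataset, and genes on such paths were here taken at their own day. The median absolute difference between HFC and LFC of these genes reached the 95th percentile of random lists of like level at 4 of 10 time points: D14 (percentile 95.6), W0 (97.5), W6 (99.6) and W9 (95.1, with only 2 genes). The lowest percentile was 6.84, at D10. Quantile scaling moved the number of such time points most, to 2 (W0 and W6). With the mean in place of the median W6 was at percentile 89.6, D14 at 72.3 and W3, not among the 4, at 98.3, while W0 was above the 95th percentile under all 4 settings (97.5 at the lowest). Random lists ignore correlation between genes, and 1 pair of arrays per time point gives no spread between animals.

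The last comparison asked whether the formulation moved expression back towards the low fat diet, which would give a slope above 0. Across probes, which are not independent replicates, the slope was -0.13 for HF5 (exact two-sided permutation p 0.5), -0.174 for HF20 (exact p 0.344) and -0.0564 for HF75 (exact p 0.562), where the 32 exchanges of labels within weeks allow no p below 0.03125. For the mean of the doses it was -0.128 (exact p 0.315 over 4096 exchanges). The slope was above 0 in 3 of 6 weeks for each dose. The LFC minus HFC difference rests in part on LFC D6 and LFC D10, whose levels of Tcf21, a gene of visceral fat, were -6.42 and -6.77 against a median of 0.03. Without D6 and D10, an alternative added later, the slopes were -0.189, -0.206, -0.0351 and -0.156 for HF5, HF20, HF75 and the mean of the doses (exact permutation p 0.281, 0.219, 0.75 and 0.196). With the filter requiring every array, the slope of HF5 was 0.194, that of HF75 0.0317 and that of the mean of the doses 0.0442, opposite in sign and with exact p of 0.375, 0.875 and 0.730. When LFC minus HFC was instead taken from the same weeks, sharing the HFC arrays, the slopes were 0.0812, 0.072 and 0.393 for HF5, HF20 and HF75, beside means of 0.501, 0.501 and 0.502 in 100 simulations of groups that did not differ, with independent noise. Relabelled arrays gave a wider range that holds all 3 slopes, from -0.155 to 0.959 for HF5, from -0.0242 to 0.952 for HF20 and from -0.101 to 1.004 for HF75. Of 100 relabelled slopes, 99, 97 and 56 were at least as large as those of HF5, HF20 and HF75.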

Values the study reported

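The paths of the study were found in liver arrays, and time courses of other tissues, the epididymal infiltrating macrophages among them, entered only its test of how specific those paths are. It reported fold changes of 19303 genes in liver, a list of 816 biological processes scored at each time point, and 1024 paths through those processes with high scores, from which a few were selected. That test used 39 other time courses.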

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

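The tests of explanations in this part were chosen after the results had been seen, and so were the second adipocyte, second stress, depot and brown fat lists. In each diet, the array with the highest and the array with the lowest value of each score or quality measure was compared with its nearest neighbour, and in 24 of 115 groups (a measure within a diet) a gap was larger than the 95% limit for a group of that size. Chance flags about 1 in 20 groups, which makes 5.75 here, and the groups share arrays and genes. With 1 array per diet and time point, an array apart from its diet can differ by animal, dissection, RNA or array.

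The adipocyte score of HFC W9 (5.10) and the early response scores of HFC W9 (0.30) and HF75 W12 (1.93) lay far from the other arrays of their diets. The same holds in all 38 arrays: LFC W9, HFC W9, LFC W12 and HF75 W12 had the 4 highest adipocyte and the 4 lowest early response scores. On each of these arrays 7 of 9 adipocyte probes were saturated, so their adipocyte scores are lower bounds. Array scaling was argued against, since the reference gene score of these arrays was at most 0.33 from the median. The high fat diet was argued against, since 2 of the 4 are LFC arrays. Saturation of the scanner was argued against as the source, since these 4 arrays also had the 4 highest means of 4 adipocyte genes saturated on no array (Lep, Lipe, Aqp7 and Mlxipl, 2.66 or more against -0.05 on the next array). For LFC W12 and HF75 W12, scan day was argued against by an adipocyte score of -1.03 on another array of that day (HF20 W12). LFC W9 and HFC W9 were the only 2 arrays of their scan day, so scan day and preparation cannot be told apart for them. The titles of these arrays also differ from those of the other arrays by an added letter, whose meaning the labels do not give, and the title of LFC W12 names no week. A candidate explanation is more adipocyte RNA and less of a dissociation response in these preparations, as whole fat would give: all 4 also had the 4 highest scores of 7 other adipocyte genes and the 4 lowest of 7 other stress genes. Of these lists, 9 of 9 and 7 of 7 adipocyte genes were well above background on a share of at least 0.5 of the arrays, so adipocyte RNA was present at some level throughout.

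The mesothelial scores of HFC W6 (-4.13) and HF20 W6 (-5.16) lay far below the other arrays of their diets. Scores were also low on LFC D10 (-5.50), HF5 W6 (-4.62), LFC D6 (-4.06), HF5 W12 (-3.01) and HF75 W6 (-2.21), where the median of 38 arrays was 1.44. Low brightness was argued against for the 4 W6 arrays of high fat diets, because the dimmest of them had a 75th percentile of 1029. LFC D6 and LFC D10 were dim (75th percentiles of 229 and 262). Other dim arrays went both ways. Scores were -0.20 on LFC W18 (75th percentile 230) and 0.58 on HF75 W3 (88.4), but -3.01 on HF5 W12 (25.8). Low brightness thus did not always come with such a low score, and it is not excluded for LFC D6 and LFC D10. Scan day was argued against for HFC, HF5 and HF20 of W6 by LFC W6 (1.27), scanned with them. Slide and scan day were argued against for LFC D6 by HFC D6 (3.49) and for LFC D10 by HFC D10 (2.46). At W6 the high fat arrays were low and LFC W6 was not, while HFC arrays of the other time points had scores of 0.88 or more. At D6 and D10 the LFC array was low, while LFC arrays of the other time points had scores of -0.75 or more. With 1 array per diet and time point, an effect of the high fat diet at W6 alone, or of the low fat diet at D6 and D10 alone, and a difference in preparation cannot be told apart. Loss of mesothelial cells alone was argued against by Tbx15, a gene of subcutaneous fat, whose lowest level on the 6 arrays (W6 of the high fat diets, LFC D6 and LFC D10) was -2.52 against a median of -5.83. RNA of another fat depot in these preparations is a candidate explanation, since the 6 arrays also had the 6 lowest scores of the 5 visceral depot genes. These signs were not confined to the 6 arrays. LFC W6, with a mesothelial score of 1.27, had a visceral depot score of -4.45, next above HF75 W6 (-4.55), and a Tbx15 level of -1.91. HF5 W12, with a lower mesothelial score than HF75 W6, had the highest Tbx15 level (0.03). It also had the 4th highest visceral depot score of 38 (-2.16). This was the dimmest array, and the visceral genes Gata4 and Nr2f1 were well above background on only 13 and 18 of the 38 arrays. A visceral signal and the background level of the array thus cannot be told apart, so this score does not decide on another depot there. Tcf21, a gene of visceral fat, was at -6.42 and -6.77 on LFC D6 and LFC D10, against a median of 0.03. Only 3 of the 5 visceral and 2 of the 2 subcutaneous depot genes were well above background on a share of at least 0.5 of the arrays. A mislabelled tissue and a dissection that took other fat would look the same.

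The B cell score of HFC W6 (0.69) was far above the other HFC arrays. The W6 arrays held the 5 highest B cell scores of all 38, from -0.85 (HF20) to 0.81 (HF5). Lymph node RNA along with another fat depot may be the source, as subcutaneous fat holds a lymph node. No biological explanation of the week was tested.

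Xist, transcribed in female cells, had a level of 0.49 on HFC D10 and -1.24 on LFC W3, where the median of 38 arrays was -7.75, and of -3.93 on HF5 W12 and -5.50 on HF20 W9. A preparation from a female animal was argued against for HFC D10 by a Y-linked score of -1.27, near the median of -1.45. Some RNA of a female animal in the preparation may explain the signal of HFC D10, where 4 of 4 Xist probes were well above background. On LFC W3 1 of 4 probes was, as on HFC W12 and HFC W15, and on HF75 W12 2 were, though their Xist levels were not apart from their diets. The number of probes thus does not follow the level, and some RNA of a female animal and a signal on a single probe cannot be told apart for LFC W3. On HF5 W12 and HF20 W9 together 1 of the probes was well above background, so a signal and the background level of the array cannot be told apart, and with quantile scaling HF5 W12 was no longer apart from its diet. The labels give no sex, and no biological explanation was tested.

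The log2 of the 75th percentile signal was 4.69 on HF5 W12 and 6.47 on HF75 W3, and 40.1% of probes of HF5 W12 were well above background. The median background was 28 scanner units on HF5 W12, within the range of the other arrays of W12 (25.5 to 29), and 24 on HF75 W3, below the other arrays of W3 (25 to 28). Backgrounds of all arrays lay in a narrow range whatever their brightness and may be an offset, so lower scanner gain and less labelled RNA cannot be told apart for these arrays. Few probes were well above background on LFC W18 (55.96%), the 2nd dimmest of the LFC arrays (75th percentile 230). LFC D6 and LFC D10, about as dim (229 and 262), had larger shares (64.5% and 65.0%), which speaks against low array brightness alone. Those arrays also differ in make-up, as described above, so low array brightness and a change in the sample cannot be told apart for LFC W18. No biological explanation was tested for these measures.

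Outlier spots numbered 221 on LFC W3, 615 on HF5 W3, 4831 on HFC W12 and 6250 on HF75 W12. Of the neighbours of an outlier spot, 22.3% on LFC W3 and 17.1% on HF5 W3 were outliers too, 43.6 and 12.2 times the share of all spots, so local defects of the array may be the source. On HFC W12 (12.8%) and HF75 W12 (16.5%) the ratios were 1.19 and 1.18, which argues against local defects. Nearly all of these spots (4889 and 6332, controls included) were marked for an uneven feature, where most of those on the W3 arrays were marked for an uneven background. In addition, HFC W12, HF75 W12 and HF20 W12 also had the 3 highest shares of probes well above background (91.6%, 89.4% and 87.3%). The cause was not found, and no biological explanation was tested.

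The fibroblast scores of HFC D10 (5.71, high) and HF20 W12 (2.09, low), the erythroid score of HF20 W18 (2.43, high), the interferon response score of HF20 W12 (-0.99, low), the reference gene score of HF20 W15 (1.53, low) and the pancreas score of HF5 W12 (-1.86, high) were each apart from their diet. Array scaling was argued against for the first 5, since 5 of these 5 stayed past the limit for the size of their group with quantile scaling. The pancreas score, on the dimmest array, went to -2.71 with quantile scaling and was then just within the limit, so array scaling and a change in the sample cannot be told apart for it. What sets these arrays apart was not found, and no biological explanation was tested.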

How the results depend on the processing

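Array brightness as a covariate, array weights, scan day as a block, leaving out several time points together, leaving out a time point in the LFC minus HFC difference of the reversal, lists over time and GO processes were tests chosen after the data had been seen. The 9 comparisons had 0 probes past the threshold under each alternative run for them, from 17 to 25 per comparison and 175 together, of which 160 were planned, 70 left out a time point and 1 was the methods' t-test in place of limma. The same value of 0 was found without the time point as block, where 1113 probes had an unadjusted p below 0.05 in HFC against LFC. Unadjusted counts over the alternatives ran from 1108 to 3973 there, from 332 to 2100 for HFC against LFC in weeks 3 to 18, from 201 to 1992 for HF5, from 72 to 1020 for HF20, from 273 to 1452 for HF75 and from 117 to 1722 for the mean of the doses. The smallest adjusted p reached was 0.0509, in the trend within HFC. Slide as a random block had an estimated correlation of -0.951 in HFC against LFC, where no slide held more than a pair of arrays, and says nothing there. It could not be fitted in the trends, and the authors' table, with 0 for every LFC array, gives no trends.

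The calls of lists depended on the tool. Camera called 8 marker lists between HFC and LFC, and fry and the estimated correlation called 0. It called 11 under quantile scaling, 10 with no filter and from 6 to 10 when a time point was left out. With array brightness as a covariate camera called 11 and fry 1, the lipid-associated macrophage list. That list was then higher in HFC by 0.63 log2 (fry adjusted p 0.0374, camera adjusted p 0.0124). Fry did not call it without the covariate (adjusted p 0.428). Without D6, D10, W6, W9 and W12 together camera called 5, none a macrophage list. For the mean of the doses camera called 4, fry 0, the estimated correlation 0, and with array brightness as a covariate fry also called 0. Leaving out a time point gave from 2 (W18) to 7 (W6, W9) calls, and leaving out W6, W9 and W12 together gave 1. In the time trend within LFC and HFC fry called 1 list each, and the estimated correlation 0 each. For GO processes the estimated correlation called 0 and fry 0 in both comparisons. Leaving out a time point gave from 15 (W12) to 40 (W18) GO processes between HFC and LFC, and from 2 (W3, W18) to 20 (W15) for the doses. Fry and the estimated correlation allow for the correlation between genes of a list, which camera sets to 0.01.

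The median number of probes 2-fold apart was 1810 under normexp and quantile scaling, whose offset of 50 shrinks differences of dim probes. Path genes reached the 95th percentile at 2 time points under quantile scaling, and the cause was not tested. With the filter requiring every array, the reversal slope was 0.194 for HF5, 0.0317 for HF75 and 0.0442 for the mean of the doses, opposite in sign. That filter leaves fewer probes, and the cause was not tested further. Leaving out a week kept the slopes of the doses and of their mean below 0, between -0.263 and -0.0102, as did leaving out D6, D10, D14 or W0, and D6 and D10 together, from the LFC minus HFC difference, which was added later (-0.211 to -0.0351). Signal over background limits dim probes most on HF5 W12 and HF75 W3.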

Other observations

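The tests of time trends of lists, GO processes, brightness, brown fat, the shared variance of epididymis genes and early against late scores in this part were chosen after the results had been seen. When diet labels were exchanged within time points, 14 of 100 arrangements, the real one included, gave at least as many probes with an unadjusted p below 0.05 as HFC against LFC, so chance cannot be excluded. It cannot be excluded either for the change with day (41 of 100), for HFC against LFC in weeks 3 to 18 (11 of 32), for HF5 (8 of 32), HF20 (23 of 32), HF75 (27 of 32) and the mean of the doses (79 of 100), or for the trends within LFC (46 of 100) and HFC (20 of 100). For the number of lists called by camera it cannot be excluded between HFC and LFC (30 of 100, median 5 lists, at least 1 call in 96 arrangements) or for the mean of the doses (60 of 100, median 4 lists, at least 1 call in 94 arrangements). Camera at its preset correlation thus called lists in most arrangements of labels.

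HFC arrays were brighter than LFC arrays at 9 of 10 time points. With array brightness as a covariate, camera adjusted p of the general, inflammatory and alternatively activated macrophage, cell cycle and adipocyte lists were at most 0.0479, and those of the mesothelial, epididymis and endothelial lists at least 0.162. The mean difference of the mesothelial list went from 1.78 to 0.14 log2, that of the endothelial list from -0.60 to -0.02 and that of the general macrophage list from 0.62 to 0.59. That of the adipocyte list went from -0.60 to -0.63, that of the cell cycle list from 0.42 to 0.70 and that of the inflammatory macrophage list from 1.05 to 1.58. The lists of the first kind thus kept differences in the same direction with the covariate. With it camera also called the reference gene list, lower in HFC by 0.18 log2 (adjusted p 0.0479). Camera called lists in most arrangements of labels too, so its calls cannot decide whether array brightness is the source. Fry called none of the lists of the first kind with the covariate (adjusted p from 0.279 to 0.519) or without it (0.376), so fry cannot decide this either. Brightness goes with the diet and may follow from it, through the amount of RNA. Array brightness and diet thus cannot be told apart for the mesothelial and endothelial lists. The epididymis difference went only from 1.86 to 1.63 log2, so most of its size did not go with brightness. Camera no longer called that list with the covariate (adjusted p 0.162). D6 and D10 also set HFC arrays with high mesothelial scores (3.49 and 2.46) against LFC arrays with low ones (-4.06 and -5.50).

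Ucp1, a gene of brown fat, had levels of 6.93 on HF5 W12, 5.11 on LFC D10 and 3.83 on LFC D6, where the median of 38 arrays was -4.62. The largest single difference at D10, that of Ucp1, thus came from the LFC array. Browning within epididymal fat was argued against for LFC D10 and LFC D6 by Tcf21, a gene of visceral fat, at -6.42 or lower. On HF5 W12 Tcf21 was at -1.43, and browning and brown fat cannot be told apart there because this level lies between. Brown fat RNA in these preparations is a candidate explanation: the 3 arrays had the 3 highest means of Cidea, Cpt1b and Dio2 (3.19, 1.59 and 0.99, with HFC W9 next at 0.12). All 4 brown fat genes were well above background on a share of at least 0.5 of the arrays. Skeletal muscle genes were highest on LFC W6 (5.22) and HF5 W12 (3.96), and the largest single difference at W6 was that of Myh7.

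Epididymis transcripts differed widely between arrays, with scores from -8.19 to 3.45 and Crisp1 levels from -8.64 (HF20 W6) to 8.88 (HF75 W3). The epididymis adjoins this fat depot, and RNA carried over from it is a candidate explanation. The first component of the 8 genes held 64.3% of their variance, against a median of 29.8% and at most 47.5% in 1000 random lists, but markers of 1 tissue would share variance whatever made them vary. Carried over RNA and another common source cannot be told apart by it. Of these genes 7 were well above background on a share of at least 0.5 of the arrays and 0 on every array. An effect of the high fat diet and chance cannot be told apart (exact two-sided sign-flip p 0.178, HFC higher at 6 of 10 time points). Several of the largest single differences, such as Crisp1 (11.02 at W0) and Lcn8 (-8.44 at D14), belong to such transcripts.

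Cell cycle scores fell from 0.54 at D6 to -2.84 at W18 in LFC and from 0.45 to -2.29 in HFC. The slopes were -0.14 log2 per week in LFC (Pearson r -0.844, permutation p 0.00264; Spearman rho -0.906, permutation p 0.0006) and -0.11 in HFC (r -0.851, permutation p 0.00144; rho -0.869, permutation p 0.00179), each over 10 arrays. Adjusted over 40 tests (20 scores in both diets), the permutation p was 0.0528 in each diet, not past 0.05. Without the 2 days farthest from the median r was -0.873 in LFC and -0.633 in HFC. The cell cycle list was the list that fry called in either diet, with camera calling 9 lists in LFC and 3 in HFC. Array scaling was argued against by slopes of -0.13 in LFC and -0.12 in HFC under quantile scaling. Other make-up of the preparations at D6, D10, W6, W9 and W12 was argued against as the whole source by slopes of -0.099 in LFC and -0.097 in HFC without these time points. Age of the animals may be the source: 2 of the 3 dose groups fell over weeks 3 to 18 (slopes -0.04 for HF5, 0.02 for HF20, -0.10 for HF75), but without W6, W9 and W12 only HF75 did (0.00085 for HF5, 0.04 for HF20, -0.09 for HF75, 3 arrays each). Age, slide and scan day cannot be told apart, as each time point has its own arrays and both diets of a time point were scanned together.

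Among 381 GO processes camera called 33 between HFC and LFC (27 higher, 6 lower; 70 unadjusted), none of which fry (18 unadjusted) or the estimated correlation (9 unadjusted) called. Without W12 it called 15, and under quantile scaling 23, of which 22 were higher and 1 lower. The smallest p values were those of defense response to bacterium (mean difference 0.94 log2), immune response (0.34) and complement activation by the classical pathway (0.68), all higher in HFC. For the mean of the doses camera called 4 of 404 (45 unadjusted): spermatogenesis (0.48) and binding of sperm to zona pellucida (0.73) higher, acute-phase response (-0.49) and antigen processing and presentation (-0.25) lower. Fry (1 unadjusted) and the estimated correlation (5 unadjusted) called 0 of these, and without W15 camera called 20. In a comparison of HFC minus LFC scores before week 3 with those from week 3 on, the visceral depot list had the smallest p (1.69 against -0.0027, exact two-sided permutation p 0.0143 over 210 choices, 0.297 adjusted over 26 lists), so none passed. Larger differences with larger p were those of the epididymis (4.26 against 0.59) and mesothelial lists (4.01 against 0.38), among others.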
